A study of Mus musculus with 2 samples. Its data were reported in "Lactate-dependent transcriptional regulation controls mammalian eye morphogenesis" (2023).

How the data were processed

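The study measured gene expression in single cells of mouse eye organoids with the 10x Genomics Chromium 3' v2 kit, in 1 library for day 4 and 1 for day 6 of culture. Per the labels, each library pooled 3 biological experiments, and no map from cells to experiments was used here, so each day counts as 1 sample. The deposited matrices hold raw UMI counts per gene and cell barcode, which the authors made by alignment to the mouse genome build mm10 and which carry no normalization. The submitters' processing notes name Cell Ranger 2.0.1 and Seurat 2.3.4, whereas the methods of the study name later versions. The deposited files held 9114 barcodes for day 4 and 7446 for day 6, fewer than the cell numbers the study states after its own filter, so they are not the matrices behind those numbers. Both files listed 27998 genes in the same order, with 56 symbols on more than 1 line. All 433 genes of the fixed lists and marker sets were found on 1 line each.

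Cells were kept by the filter that the study states: 500 to 5000 genes, 500 to 26000 UMIs, at most 10% mitochondrial counts, at least 20% ribosomal protein counts and at most 0.5% haemoglobin counts. This left 8147 day 4 cells (89.4%) and 6639 day 6 cells (89.2%). The UMI limit removed 960 and 792 barcodes, and the ribosomal limit 4 and 13. Kept cells held 4636 to 25998 UMIs on day 4 and 5105 to 25978 on day 6. Median mitochondrial shares were 3.00% and 2.48%, and median ribosomal protein shares 36.3% and 33.4%. Doublets were sought with Scrublet, as run by scanpy, which marked 10 and 9 cells (0.123% and 0.136%). A caller that marks so few cells has not worked at this loading, so doublets were in effect left in, and as an added alternative the 5% of cells with the highest scores, 343 and 303 cells that had passed the filter, were left out. Free RNA was not removed.

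UMIs were summed over the cells of a group and divided by the group's total to give CPM. Levels carry exact Poisson 95% intervals, ratios exact conditional binomial ones and shares exact Clopper-Pearson ones, and all of them cover counting error only. With 1 library per day no p-value, standard error or count of changed genes was computed from cells. A list was described by the median log2 ratio of its members at a mean of 10 CPM or more and by the percentile of that median among 10000 random lists of the same size matched on mean expression, which describes these libraries and tests nothing. The interval of a list median reflects the counting error of its members. For shares of cells with a UMI each cell was thinned to 5000 UMIs, which left out 182 day 4 cells and 0 day 6 cells.

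For clustering, counts were scaled to 10000 per cell and log-transformed, and 3000 variable genes were taken by binned dispersion after removal of 144 held-out genes (the study panel and the eye and metabolic lists). S and G2M scores, mitochondrial percentage, genes per cell and sample were regressed out, values were clipped at 10, and 50 principal components and 20 neighbours fed Leiden clustering at resolution 0.2. The covariates, components and resolution follow the study, whereas the removal of held-out genes, the number of variable genes, the neighbours and the clustering algorithm are choices made here. Clusters were named from 10 marker sets fixed before the data were examined. The thresholds of naming were set afterwards: a marker counted when it was at least 2-fold over the other cells with a prior of 5 CPM and found in at least 10% of the cluster's cells, at least 3 such markers were needed, and the class needed at least 1 marker among the 10 genes with the highest fold over the other cells, and more of them than any other class. A difference from the study's cell types may come from these rebuilt names. The planned comparisons with an anterior neural plate-like class used the largest day 4 cluster in its place. The markers gave that cluster no name under any clustering setting tried. Only 1 marker of its best class counted, and the pluripotency gene Pou5f1 was among its 10 leading genes.

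The 18 gene lists, the rule for naming genes and the comparisons were fixed before the data were examined. Named are the 8 panel genes, the 10 genes with the highest and the 10 with the lowest day ratio among genes at 50 CPM or more (mitochondrial, ribosomal protein, haemoglobin and unnamed gene models left out), and up to 4 members of each list with the largest absolute log2 ratio. Other genes that the text names, such as Eno1, Gapdh, Otx2 and Hesx1, were chosen after their values were seen. The comparisons with pluripotent-like cells, with all cells but these, between pluripotent-like cells of the 2 days and at resolution 0.4 were also chosen after the data were seen.

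Alternatives fixed beforehand were 2 other cell filters, totals without mitochondrial and ribosomal protein genes, centring on the median of all genes, the mean over cells scaled to 10000, thinning, all list members, removal of Scrublet calls, resolutions 0.1 and 0.4, no regression, and keeping the held-out genes. Added later were removal of the top 5% of Scrublet scores, removal of cells under 0.5% mitochondrial counts, variable genes by standardized variance, no sample term in the regression, and leaving pluripotent-like cells out of the other cells.

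The steps were tested on simulated data. For day 6 against day 4, 6695 genes were drawn from the real means with planted changes. The 95% intervals held the true ratio for 95.0% of genes, and all of the 66, 55 and 79 genes planted at 1.5-fold, 2-fold and 4-fold had the right direction, with median absolute log2 errors of 0.02, 0.02 and 0.04. Of the unchanged genes 0 were called by size. Of 40 unchanged lists 0 fell outside the 2.5 to 97.5 percentile range, and 40 of 40 lists moved 1.5-fold lay above it. For clustering, 4500 simulated cells in 3 groups that differed in 200 genes each at 4-fold gave an adjusted Rand index of 0.997. An earlier simulation, of cells drawn from the mean profiles of the 2 libraries, was not recovered at resolution 0.2: 3000 cells gave an index of 0.232 with the regression and 1.00 without it. Regression of covariates that differ between groups can thus remove a difference between them, and the settings were left as the study describes them.

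Positions are those of the GENCODE annotation of mm10: Rax lies on chromosome 18 from 65928277 to 65939787, Six3 on chromosome 17 from 85613608 to 85629302, Pax6 on chromosome 2 from 105668900 to 105697364, and Lhx2 on chromosome 2 from 38339281 to 38369733. Lhx5 lies on chromosome 5 from 120431699 to 120441223, Slc2a1 on chromosome 4 from 119108711 to 119137983, Slc2a3 on chromosome 6 from 122727809 to 122801640, and Ldha on chromosome 7 from 46841475 to 46855627. The Ensembl identifiers in the files were ENSMUSG00000024518 for Rax, ENSMUSG00000028645 for Slc2a1, ENSMUSG00000003153 for Slc2a3 and ENSMUSG00000063229 for Ldha. Computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, scikit-learn 1.9.0, leidenalg 0.10.2 and matplotlib 3.10.9.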

Results

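Single-cell RNA sequencing was carried out on eye organoids grown from mouse embryonic stem cells that carry a green fluorescent protein gene at the Rax locus, where the reporter marks the field of cells that will form the eye. Organoids were taken on day 4 of culture, when the eye field has just formed, and on day 6, when optic vesicles begin to bulge outward. Each day was represented by 1 library, into which cells of 3 biological experiments had been pooled, so the series held 2 libraries and no replicate that could be told apart. The day 4 library held 8147 cells and 98643495 unique molecular identifiers (UMIs) after filtering, and the day 6 library held 6639 cells and 87779557 UMIs. Median depth was 11216 UMIs and 2718 genes per cell on day 4 and 12514 UMIs and 3058 genes on day 6. Levels are given as CPM, the usual per-million scale of the UMIs of the summed cells. With 1 library per day no test between the days was possible, and every 95% interval covers counting error only. A gene was called higher or lower by size when its ratio was at least 1.5-fold with an interval that left out 1.

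The question of the first comparison was how the cells differ before and soon after the vesicle forms. Transcription factors of the eye field were far higher in the day 6 library. Of the 8 eye field factors in the list, 7 were measured at 10 CPM or more, and 5 of these were higher by size, 1 was lower and 1 was within the limits. Six6 stood 69.2-fold higher (95% interval 59.2 to 81.5), at 112 CPM on day 6 against 1.61 CPM on day 4. Pax6, a factor needed for eye formation in vertebrates, was 53.5-fold higher (48.7 to 58.8), Rax was 27.4-fold higher (24.5 to 30.6) and Lhx2 was 25.1-fold higher (22.9 to 27.7). Six3, which was already present at 24.2 CPM on day 4, was 3.47-fold higher at 83.9 CPM. Hesx1, an early anterior neural factor, went the other way, with 49.6 CPM on day 4 and 15.5 CPM on day 6, and Otx2 differed little, at a ratio of 0.935. Both were named after their values were seen. The median log2 ratio of the list was 4.65 (4.52 to 4.77), above all 10000 random lists of the same size matched on expression. Lhx5, a forebrain factor of the study panel, was at 12.4 CPM on day 4 and 16.1 CPM on day 6, within the limits.

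Genes of the pluripotent state were lower in the day 6 library. All 9 pluripotency markers measured at 10 CPM or more were lower by size, with a median log2 ratio of -1.75 (-1.80 to -1.65), below all random lists. Pou5f1, the core factor of embryonic stem cells, was at 328 CPM on day 4 and 27.2 CPM on day 6, a ratio of 0.0831 (0.0797 to 0.0867). Utf1 was at a ratio of 0.160, Tdh at 0.252 and Dppa4 at 0.294. Between the largest clusters of the 2 days, described further on, Pou5f1 was at 0.00710 and Utf1 at 0.0150. Pluripotent-like cells, described further on, made up 20.4% of the day 4 cells as 1 cluster and 7.68% of the day 6 cells as another, so the list's ratio holds both a different share of such cells and a different level within the remaining cells.

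Among 2167 eligible genes at a mean of 50 CPM or more, the 10 with the highest day 6 over day 4 ratio were Six6, Pax6, Lhx2, Ccnd2, Hes5, Ptn, Hmga2, Mest, Crabp1 and Cdh2. Ccnd2, a D-type cyclin, was 13.9-fold higher and Hes5, a target of Notch signalling, was 9.19-fold higher. Hmga2, a chromatin protein of proliferating progenitors, was 7.07-fold higher and Mest, an imprinted gene, reached 1655 CPM. Crabp1 was at 1075 CPM in neural crest-like cells, which were found on day 6 alone, and its ratio of 6.83 in the libraries stood beside 2.84 between the largest clusters of the 2 days, described further on and here called the main clusters. The 10 with the lowest ratio were Pim2, Fgf5, Pou5f1, Dnmt3b, Mt2, Rbpms2, Mt1, Utf1, Rasgrp2 and Epcam. Fgf5 and Dnmt3b, which are typical of the epiblast after implantation, were at ratios of 0.0438 and 0.0943, and Pim2 was at 0.0248. Between the main clusters Fgf5 was at 0.00774. The metallothioneins Mt1 and Mt2, which bind zinc and copper, were at ratios of 0.150 and 0.116. Across all genes with a count the libraries were close, with a Pearson r of 0.977 for log10 CPM plus 1. This r is across genes, which are not independent replicates.

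Adhesion genes showed an exchange of cadherins. Epithelial Cdh1 was at 85.2 CPM on day 4 and 8.82 CPM on day 6, a ratio of 0.104, while neural Cdh2 was 6.37-fold higher on day 6 and Epcam was at a ratio of 0.173. Between the main clusters Epcam was at 0.0194, and the pluripotent-like cluster of day 6 had it at 303 CPM. Of 17 measured genes of epithelial adhesion and matrix, 7 were higher, 2 were lower and 8 were within the limits, and the matrix gene Col4a2 was 4.49-fold higher. Endoderm-like cells, described further on, had Col4a2 at 1837 CPM over both days and made up 0.601% of day 4 and 2.43% of day 6 cells, so the matrix ratios also hold a different share of these cells. Between the optic vesicle-like cells of day 6 and the main cluster of day 4 Col4a2 was 2.75-fold higher, at 14.0 against 5.09 CPM. The median log2 ratio of this list was 0.06, at percentile 18.1 of the random lists. Signalling genes were higher as a group. Of 11 measured members of the Wnt, BMP, FGF and retinoid list, 6 were higher and 3 lower, with a median log2 ratio of 1.18, above all random lists. Bmp7 was 7.40-fold higher, Crabp2, a carrier of retinoic acid, was 4.96-fold higher, Id3, a target of BMP signalling, was 2.72-fold higher, and Spry2, a feedback inhibitor of FGF signalling, was at a ratio of 0.322. Besides Six3 and Rax, given above, the study named further eye genes as dependent on lactate. Of 12 such genes, with Six3 and Rax left out, 4 were measured, with a median log2 ratio of 1.10 (percentile 99.9). Six6 and the Wnt and FGF antagonist Shisa2, at 3.42-fold, were higher, and Fzd5 was lower at a ratio of 0.612. The study chose that list in the same organoid system, so its direction here is not independent evidence.

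Most genes of cell division were within the limits. The S phase list had a median log2 ratio of 0.34 (percentile 99.9), with 5 of 40 measured genes higher and 1 lower, and the G2 and M phase list a median of 0.25 (percentile 97.7), with 4 of 52 higher and 1 lower. Cdc45, needed to start replication, was 1.88-fold higher and Ccne2 1.86-fold higher, while Hells was at a ratio of 0.570 and G2e3 at 0.492. Aurkb was 1.58-fold higher. Of 6 measured genes induced by dissociation stress, 3 were higher, Fos at 2.83-fold, Jun at 2.11-fold and Junb, and 3 were within the limits, with a list median of 0.45 (percentile 94.0). Of 10 measured p53 and apoptosis genes, Cdkn1a was higher at 1.57-fold and Pmaip1 lower at a ratio of 0.160, with a list median of -0.10 (percentile 4.55). Of 17 measured histone acetylation writers and erasers, 1 was higher, the deacetylase Sirt2 at 1.55-fold, and 16 were within the limits, with a median of 0.11 (percentile 30.7).

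The study asked which genes of glycolysis the retinal progenitors express. Both glucose transporters of the panel and lactate dehydrogenase A were abundant on both days and somewhat lower on day 6. Slc2a1, the transporter GLUT1, was at 407 CPM (403 to 411) on day 4 and 343 CPM (339 to 347) on day 6, and Slc2a3, the transporter GLUT3, was at 321 and 233 CPM. Ldha, which makes lactate from pyruvate, was at 2033 and 1716 CPM, and after thinning of each cell to 5000 UMIs it was detected in 99.5% of day 4 cells and 98.1% of day 6 cells. None of the 3 passed the size limit, with ratios of 0.844, 0.725 and 0.844. Of 15 glycolytic enzymes measured, 0 were higher, 4 were lower and 11 were within the limits, and the median log2 ratio was -0.18 (-0.20 to -0.16), at percentile 0.860 of the random lists. The 4 lower genes were the phosphofructokinase Pfkp at a ratio of 0.464, the aldolase Aldoc at 0.511, the hexokinase Hk2 at 0.545 and the lactate dehydrogenase Ldhb at 0.640. Pluripotent-like cells, a smaller share of the day 6 library, were rich in Pfkp, Aldoc and Ldhb, at 87.9, 31.3 and 984 CPM in their day 6 cluster. The cluster that holds most day 4 cells had them at 14.1, 13.0 and 209 CPM. Between the main clusters Ldhb was at 0.963, within the limits, and of the 4 genes only Hk2 and Pfkp were lower by size. Between the libraries Eno1 stood at 1.32 and Gapdh at 1.11. Gpi1 was at 1.03 and fell on the other side of 1 under 3 other scalings, at 0.983, 0.957 and 0.993. Pgk1, at 1.29, and Gapdh have processed pseudogenes that can take reads, so their levels are uncertain. All genes at 50 CPM or more had a median log2 ratio of 0.11, so the glycolytic list lay further below the general level than below 1.

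The other metabolic lists went in both directions between the days. The hypoxia response list had a median log2 ratio of -0.20 (percentile 0.350), with 5 of 14 genes lower and 3 higher. Ddit4 was at a ratio of 0.394, Pdk1, which holds pyruvate back from the tricarboxylic acid cycle, at 0.446, Egln3 at 0.498 and Bnip3 at 0.509. Pluripotent-like cells were also rich in Pdk1 and Bnip3, at 174 and 250.3 CPM in their day 6 cluster, and between the main clusters the list median was -0.11. Of 5 measured carriers of lactate and pyruvate, the mitochondrial pyruvate carrier subunit Mpc2 was 2.02-fold higher and the lactate exporter Slc16a3 was lower at 0.650, with a list median of 0.21 (percentile 69.7). None of the 18 tricarboxylic acid cycle genes, 18 nuclear respiratory chain genes, 6 pentose phosphate genes or 6 serine synthesis genes passed the size limit. Their median log2 ratios were 0.15, 0.07, 0.17 and 0.05, at percentiles 61.1, 63.3, 62.0 and 27.8. Among them Pdha1 was at 1.33, Cox6c at 0.737, G6pdx at 0.769 and Phgdh at 1.25. The 2 measured glucose transporters had a median of -0.35 (percentile 5.07).

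**Figure D1:**
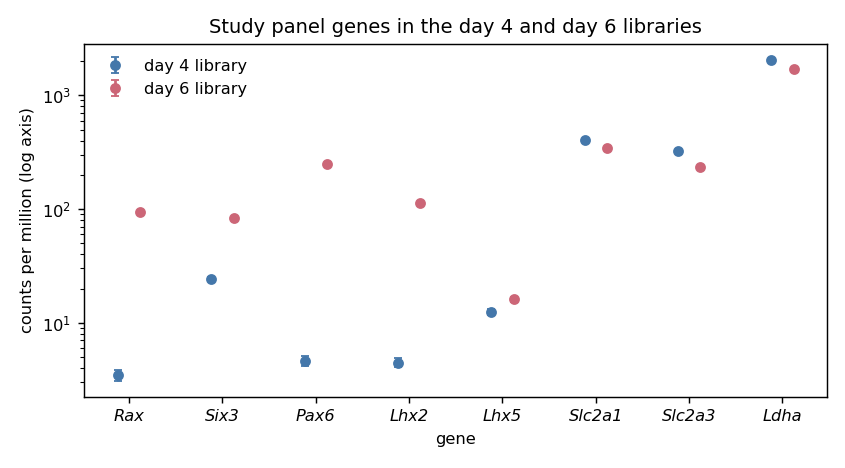
CPM (log axis) of the 8 study panel genes in the day 4 and day 6 libraries, each point 1 library summed over its cells, with exact 95% Poisson bars that cover counting error only. Rax, Six3, Pax6 and Lhx2 lie 3.47-fold to 53.5-fold higher on day 6, whereas Slc2a1, Slc2a3 and Ldha lie slightly lower.

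Joint clustering of the 14786 cells, with the eye and metabolic lists held out of the variable genes, asked whether the days differ across the transcriptome. The cells fell into 9 clusters, and 7 of them came almost wholly from 1 library. Together, 95.4% of cells (14104) lay in clusters in which 1 library made up at least 90% of cells. This share was 80.6% when the sample was left out of the regressed covariates and 79.2% with no regression, and since each day is 1 library, day and library cannot be separated. Of the 9 clusters, 6 could be named from markers fixed in advance. An optic vesicle-like cluster, led by Six6, Pax6, Lhx2 and Rax, held 5026 day 6 cells (75.7% of that library) and 71 day 4 cells. The largest day 4 cluster held 6043 cells (74.2%) and was led by Pim2, Dnmt3b, Fgf5 and Pou5f1. Its markers did not allow a name, and it stands in for the anterior neural plate-like class that had been planned. Pluripotent-like cells, led by Dppa5a, Zfp42 and Tdgf1 or Dppa3, formed 1 cluster of 1664 day 4 cells and another of 510 day 6 cells. This split by day may depend on the settings. Without the sample term, where the share in clusters of 1 library was 80.6%, 7 clusters formed. In that clustering 1671 day 4 and 509 day 6 cells were pluripotent-like. Posterior neural tube-like cells, with Wnt1 and En1, numbered 253 on day 6 and 13 on day 4. Endoderm-like cells numbered 161 and 49. Neural crest-like cells, with Sox10 and Twist1, numbered 171 on day 6, and on day 4 there were 0 of 8147 cells. A further unnamed cluster of 472 cells from both days had a median of 0.0646% mitochondrial counts and was led by stress genes such as Ddit3 and Nupr1.

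Levels of the panel differed among the clusters of 1 day. In the day 4 main cluster Six3 was at 30.9 CPM against 1.81 CPM in the pluripotent-like cluster of the same library. On day 6 the optic vesicle-like cluster had 117 CPM of Rax, 305 CPM of Pax6, 103 CPM of Six3, 139 CPM of Lhx2 and 19.4 CPM of Lhx5. Rax helped to name this cluster, so its level there is no independent result. A share of such counts in other cells is background: Rax was at 5.17 CPM in neural crest-like cells, a type that should lack it, where 2.92% of cells had a UMI after thinning against 38.8% of optic vesicle-like cells, at median depths of 14764 and 12602.5 UMIs. Slc2a1 was at 343 CPM in optic vesicle-like cells, 577 CPM in day 6 pluripotent-like cells, 215 CPM in posterior neural tube-like cells, 147 CPM in endoderm-like cells and 37.0 CPM in neural crest-like cells. Slc2a3 was at 192, 588, 169, 579.6 and 27.4 CPM in the same order. Ldha ranged less, at 1809.6, 1627, 1323, 967 and 1339 CPM.

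**Figure D2:**
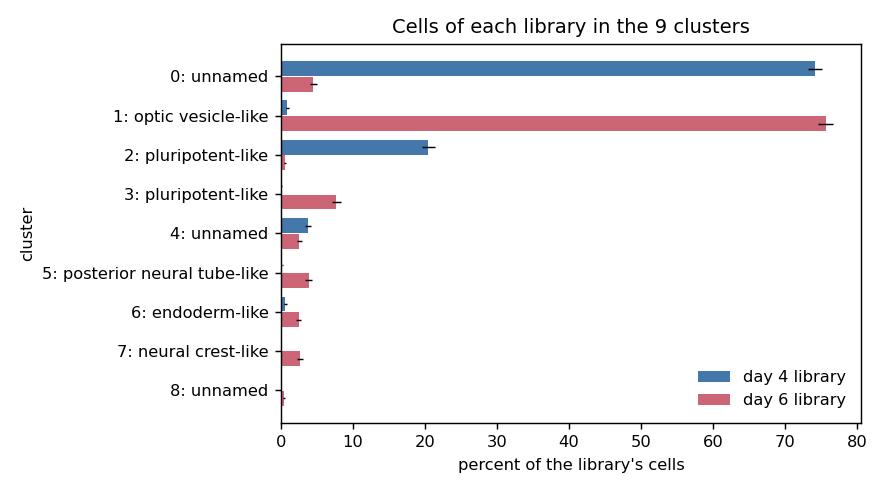
Percent of each library's cells (x axis) in the 9 clusters (y axis), with exact 95% binomial bars that cover counting error only. Cluster 0 holds 74.2% of day 4 cells and cluster 1 holds 75.7% of day 6 cells, and as each day is 1 library, a cluster of 1 day may reflect the library.

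Whether glycolytic genes were specific to optic vesicle cells was asked within the day 6 library. In the clustering used here they were not higher as a group in the 5026 optic vesicle-like cells than in the other 1613 cells of that day. Of 15 measured enzymes, 0 were higher, 4 were lower and 11 were within the limits, with a median log2 ratio of -0.02 (-0.14 to 0.06, percentile 9.47). Under other clusterings this median went from -0.40 at resolution 0.4 to 0.12 with the held-out lists kept, so its sign is not settled. The -0.40 compares different groups. At resolution 0.4, 48.2% of the 5026 cells were anterior neural plate-like, described further on, and stood among the other cells. Pfkp was at a ratio of 0.176, Aldoc at 0.345, Ldhb at 0.440 and Aldoa at 0.636. Ldha stood at 1.28 (1.27 to 1.30) and Slc2a1 at 0.996 (0.970 to 1.02), while Slc2a3 was lower at 0.522 (0.507 to 0.537). Of 15 hypoxia response genes 9 were lower and 0 higher, with a median of -0.83, below all random lists, and Ndrg1 was at a ratio of 0.0339. The pyruvate carrier subunit Mpc1 was at 0.290. All genes at 50 CPM or more had a median of 0.19 in this comparison. The 7 measured eye field factors were all higher, with Six6 at 10.5-fold and Rax at 6.05-fold, though these 2 genes are among the markers that named the cluster.

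The answer depended on which cells stood on the other side. Against the 545 pluripotent-like cells of day 6 alone, 6 of 16 enzymes were lower and 0 higher, with a median log2 ratio of -0.51, below all random lists. Pfkp was at a ratio of 0.0802, Aldoc at 0.175, Ldhb at 0.212 and Aldoa at 0.389, and Slc2a1 and Slc2a3 were at 0.614 and 0.332. Against the remaining 1068 cells, made up of the day 6 cells of the 3 unnamed clusters and of posterior neural tube-like, endoderm-like and neural crest-like cells, the median was 0.36 (0.32 to 0.40). Slc2a1 was then higher at 1.60-fold (1.54 to 1.67) and Eno1 at 1.51-fold, Tpi1, Pkm and Ldha stood at 1.46, 1.40 and 1.40, and Slc2a3 stood at 0.801. Of the 1068 cells, 295 lay in the main day 4 cluster and had Rax at 90.8 CPM and Pax6 at 241 CPM, levels near those of the whole day 6 library. Both of these splits were chosen after the data had been seen.

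**Figure D3:**
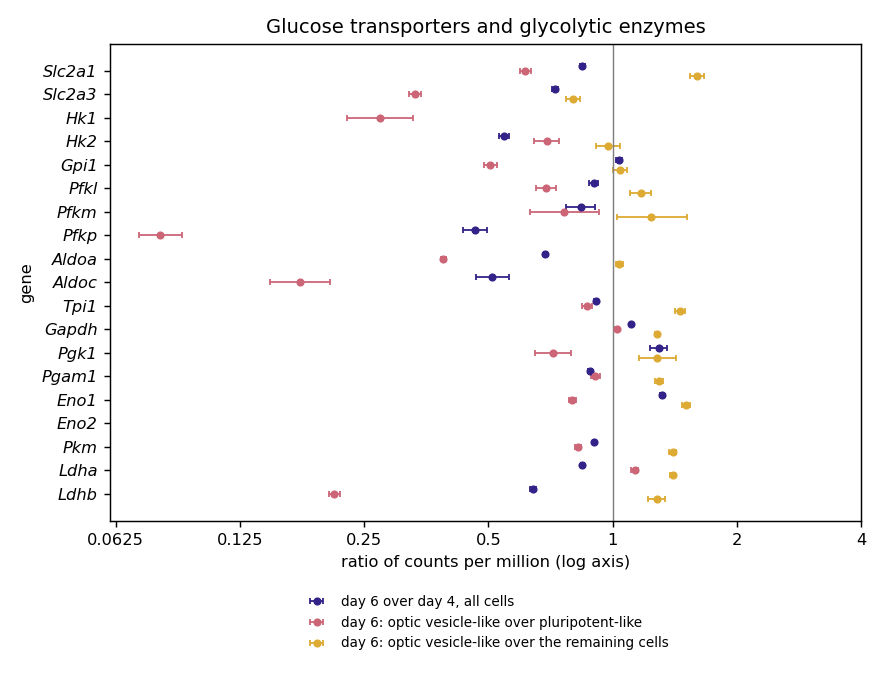
Ratios of CPM (log axis) for 2 glucose transporters and the glycolytic enzymes in 3 comparisons, each point a ratio of summed counts with its exact 95% counting bar, and members under a mean of 10 CPM in a comparison, such as Eno2, have no point. The optic vesicle-like over pluripotent-like ratios reach down to 0.0802 for Pfkp, whereas those over the remaining cells reach up to 1.60 for Slc2a1.

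The same question was asked on day 4, for the 6043 cells of the main cluster against the other 2104 cells, of which 1665 were pluripotent-like. Here 7 of 15 enzymes were lower and 0 higher, with a median log2 ratio of -0.19 (-0.22 to -0.17, percentile 0.340). Other settings, given further on, moved this median out of that interval in both directions. Pfkp was at a ratio of 0.176, Ldhb at 0.204, Aldoa at 0.575 and Gpi1 at 0.595. Ldha stood at 1.48, Slc2a1 at 1.05 and Slc2a3 at 0.621, lower. Hypoxia response genes were lower in 11 of 15 cases, with a median of -1.02, below all random lists, and Pdk1 was at 0.142. Six3 was 9.35-fold higher and Hesx1 5.37-fold higher than in the other cells. The median of all genes at 50 CPM or more was 0.25. Against the pluripotent-like cells alone the glycolytic median was -0.47, and against the other 439 cells it was 0.01 (-0.08 to 0.09), an interval that spans 0, with Ldha higher at 1.60-fold. Of these 439 cells, 306 belonged to the unnamed cluster with low mitochondrial counts and stress genes.

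The last planned comparison set the optic vesicle-like cells of day 6 beside the main cluster of day 4. Enzymes differed little, with 0 of 14 higher, 2 lower and 12 within the limits, and a median log2 ratio of -0.10 (-0.13 to -0.08, percentile 9.68). Hk2, at a ratio of 0.537, and Pfkp, at 0.473, were the lower genes, and Pgk1 and Eno1 stood at 1.46 and 1.40. Slc2a1 stood at 0.833, Slc2a3 at 0.686 and Ldha at 0.819, all within the limits. Eye field factors were higher by a median of 4.82 on the log2 scale, with Six6 at 108-fold and Pax6 at 68.2-fold, and Hesx1 was lower at a ratio of 0.283. Cdh1 was at a ratio of 0.00839 and Cdh2 was 6.32-fold higher. Wnt8b was 71.5-fold higher (47.0 to 114) and Bmp7 10.8-fold higher. In the hypoxia list P4ha1 and Vegfa were higher at 2.04-fold and 2.02-fold, Ddit4 and Bnip3 were lower, Bnip3 at 0.516, and the median was -0.11. Vesicle-like cells and main cluster cells come from different libraries, so the comparison is also one of libraries.

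At resolution 0.4 the day 6 optic vesicle-like cells divided, with 50.7% staying optic vesicle-like and 48.2% falling into 2 anterior neural plate-like clusters, and glucose transporters differed clearly between the parts. This comparison was chosen after the data had been seen. The optic vesicle-like part held 2554 day 6 cells. The first anterior neural plate-like cluster, led by the contractile genes Acta2 and Tagln and marked by Fezf2 and Dlk1, held 1679 cells and the second, led by Wnt8b and Rspo3, held 982. Slc2a1 was at 192 CPM in the optic vesicle-like part, 566 CPM in the first cluster and 302 CPM in the second, with ratios of 0.339 (0.329 to 0.350) and 0.636 (0.611 to 0.661). Slc2a3 was at 88.5, 344 and 186 CPM, with ratios of 0.257 (0.247 to 0.269) and 0.476 (0.452 to 0.503). Against the first cluster 6 of 13 enzymes were lower and 1 was higher, with a median log2 ratio of -0.52, below all random lists, and Ldha was at 0.517. Against the second cluster 0 of 13 were lower and 1 was higher, the median was -0.02 (percentile 21.6) and the Ldha interval, 0.983 to 1.02, spanned 1. Ldhb, the form of lactate dehydrogenase that favours pyruvate, was higher against both, at 1.73-fold and 2.44-fold. Hypoxia response genes were lower against the first cluster, at a median of -0.88 with 9 of 12 lower, and not against the second, at 0.06. Lhx5 was lower against both, at 0.109 and 0.127. Shisa2 was 2.08-fold and 9.57-fold higher. Six6, Rax, Mitf and Fzd5 are markers of the named class, so their ratios here are not given as results.

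**Figure D4:**
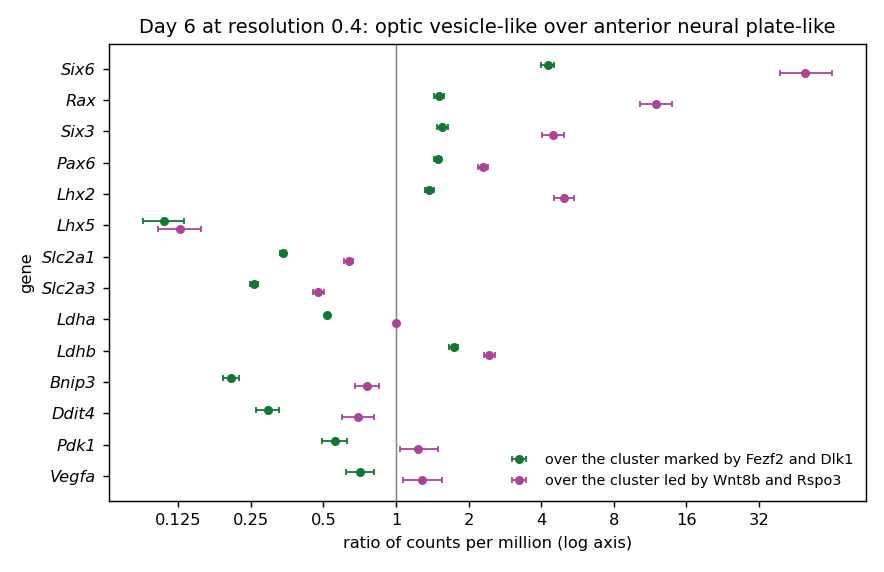
Day 6 ratios of CPM (log axis) for 14 genes, optic vesicle-like cells over each of the 2 anterior neural plate-like clusters at resolution 0.4, with exact 95% counting bars. Slc2a1 and Slc2a3 lie below 1 against both clusters, whereas Ldha and Bnip3 lie far below 1 only against the cluster marked by Fezf2 and Dlk1, at 0.517 and 0.207. Six6 and Rax name the optic vesicle-like class.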

Values the study reported

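The study reported 9949 filtered cells for its phase 2 and 7977 for its phase 3, which are culture days 4 and 6. It reported 12792 variable genes and 10 clusters at resolution 0.2.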

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

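Tests in this part that were chosen only after the result was seen were those of free RNA or doublets, depth or scaling, RNA of pluripotent-like cells and a hypoxia response. The comparison of the day ratios within pluripotent-like cells was chosen after the data were seen as well.

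Of 17 genes of the panel and the enzyme list, 6 had day 6 over day 4 ratios on opposite sides of 1 in 2 kinds of cell and were picked out for this, and none of the 6 passed the 1.5-fold limit in either kind. In pluripotent-like cells, 1665 on day 4 and 545 on day 6, Slc2a1 was 1.38-fold higher on day 6 (1.33 to 1.43), whereas between the main clusters of the days it was at a ratio of 0.833. On the log2 scale the difference between these ratios was 0.73 for Slc2a1, 0.86 for Slc2a3, 0.37 for Ldha, 0.47 for Pfkl, 0.51 for Aldoa and 0.23 for Pkm. The difference itself was not tested, since each day is 1 library. Different clusters hold most pluripotent-like cells of each day.

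A signal outside the cells analysed came from haemoglobin. In 1 day 6 barcode that the filter left out, haemoglobin genes gave 4.14% of UMIs (217 of 5241), whereas the next highest among barcodes left out was at 0.00375% and the highest among cells kept at 0.0177%.

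Pou5f1, Pim2 and the epiblast genes Fgf5 and Dnmt3b were high in the main day 4 cluster beside its eye field genes. Free RNA or doublets with pluripotent-like cells would bring Pou5f1, Fgf5, Dnmt3b and Pim2 in the ratio in which they bring Dppa5a, Zfp42 and Tdgf1, but the lowest main cluster over pluripotent-like ratio of the first 4 was 25.7 times the highest of the other 3. Separate cells, some with eye genes and others with Pou5f1, are argued against by the 69.5% (65.7 to 73.1) of thinned cells with a Six3 UMI that also had a Pou5f1 UMI, against 78.7% of those without. Of 49 endoderm-like day 4 cells, 30.6% (18.3 to 45.4) had a Pou5f1 UMI. Whether this share is background is open, since endoderm-like cells of both days had Dppa5a at 1646 CPM. These values thus argue against both explanations, of which only the first is technical. No other explanation was tested.

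Slc2a1 and Slc2a3 were lower in the optic vesicle-like than in the anterior neural plate-like clusters of day 6 at resolution 0.4. The median ratio of all genes at 50 CPM or more was 1.03 (1.02 to 1.03) against both clusters summed. It was 1.03 against the cluster marked by Fezf2 and Dlk1 and 1.02 against the one led by Wnt8b and Rspo3. Division by group totals holds this median near 1, so it cannot decide on depth or scaling. After thinning to 5000 UMIs Slc2a1 was at 0.405, 0.342 and 0.591 and Slc2a3 at 0.303, 0.252 and 0.462, in that order. Centred on the median of all genes, Slc2a1 was at 0.399, 0.328 and 0.625 and Slc2a3 at 0.302, 0.249 and 0.469. Both genes thus stayed below 1 under these scalings, but the ratios cannot decide on depth or scaling either. Centring divides by that same median, and thinning keeps the expected share of each gene within a cell. RNA of pluripotent-like cells could give at most 1.40%, 0.789% and 4.11% of the Slc2a3 difference in the same order. A hypoxia response that sets both genes is argued against for the cluster led by Wnt8b and Rspo3, where the hypoxia list had a median log2 ratio of 0.0550 (-0.07 to 0.09) with 0 of 11 members past the size limit. It stays open for the cluster marked by Fezf2 and Dlk1, where that median was -0.88. Differences between the 3 pooled experiments also stay open, and no biological explanation other than the hypoxia response was tested.

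In the main day 4 cluster lay 295 day 6 cells with Rax at 90.8 CPM and Pax6 at 241 CPM, levels near those of the whole day 6 library. Regression on the sample may have placed them there: without the sample term 33 day 6 cells lay in the main day 4 cluster. No biological explanation was tested.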

How the results depend on the processing

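Of 87 values of the comparisons under alternatives, 45 stayed within the counting interval of the reported value, 41 moved out of it and 1 reversed. No paired analysis was possible because each day is 1 pooled library and no test was run. For each move the cause was not tested, unless the setting removes cells or genes from the comparison itself. Removal of the top Scrublet scores, of cells under 0.5% mitochondrial counts, the standardized variance, the missing sample term and the missing pluripotent-like cells were chosen after the data were seen.

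Direction between the days held throughout for the 3 lists followed under the alternatives, the eye field, glycolytic and pluripotent ones. The other lists were not followed, so their direction under the alternatives is not known. Medians in log2 are given in the order glycolytic day 6 over day 4, pluripotent, optic vesicle-like over others on day 6, main cluster over others on day 4, and vesicle-like over main cluster. Without mitochondrial and ribosomal protein genes they were -0.24, -1.64, -0.16, -0.50 and -0.19, and centred on the median of all genes -0.29, -1.86, -0.21, -0.44 and -0.20. As a mean over cells the first, second and last were -0.22, -1.89 and -0.13, and after thinning all but the optic vesicle-like one moved, to -0.23, -1.85, -0.24 and -0.14. With every member counted the pluripotent median was -1.25 and the main cluster one -0.59. With every barcode the eye field, glycolytic and pluripotent medians were 4.49, -0.12 and -1.51.

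Settings of the clustering moved the optic vesicle-like median most. It was -0.15 at resolution 0.1, -0.40 at resolution 0.4, -0.22 with no regression, 0.12 with held-out lists kept, 0.12 with standardized variance and 0.36 with pluripotent-like cells left out. Its reported interval spans 0, so these signs are no reversal of a called direction. At resolution 0.4 the optic vesicle-like side held 2554 day 6 cells in place of 5026, so that value compares different groups. The main cluster median was -0.13 at resolution 0.4, -0.17 with no regression, -0.41 without the top Scrublet scores, -0.44 without cells of low mitochondrial counts, and reversed to 0.0103, with an interval that spans 0, with pluripotent-like cells left out. Vesicle-like over main cluster was -0.30 at resolution 0.4, -0.0812 with held-out lists kept and -0.0775 with standardized variance. The share of cells in clusters of 1 day was 80.5% at resolution 0.1, 87.8% at 0.4, 79.2% with no regression, 93.9% with standardized variance, 80.6% without the sample term and 98.5% without cells of low mitochondrial counts.

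For 45 named genes, 113 of 225 ratios under other scalings and cell filters stayed within the counting interval, 112 moved and 0 reversed, the largest by a factor of 1.40. That count does not include Gpi1, within the limits at 1.03, which crossed 1 to 0.983, 0.957 and 0.993 under other scalings. What depth limits is the thinned values, as thinning to 5000 UMIs left out 182 day 4 cells and 0 day 6 cells.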

Other observations

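No test in this part was chosen after a result was seen, as it reports values only, but the cell groups and genes described were picked after the data were seen.

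Endoderm-like, neural crest-like and posterior neural tube-like cells had profiles of their own. Endoderm-like cells, summed over both days, were rich in basement membrane genes, with Col4a1 at 2479 CPM, Lama1 at 1152 CPM and Sparc at 9797 CPM, against 13.5, 7.15 and 38.2 CPM in neural crest-like cells. They paired high Slc2a3, at 579.6 CPM on day 6, with low Slc2a1, at 147 CPM. Neural crest-like cells had the lowest levels of both transporters among the named clusters of day 6, at 37.0 and 27.4 CPM, while Ldha stood at 1339 CPM, close to the 1323 CPM of posterior neural tube-like cells. Posterior neural tube-like cells had Pax6 at 32.9 CPM and Rax at 4.29 CPM, while Pax6 was at 28.5 CPM in endoderm-like cells of day 6 and 9.14 CPM in neural crest-like cells. The retinoid carrier Crabp1 was at 1075 CPM in neural crest-like cells and 574 CPM in posterior neural tube-like cells, summed over both days. At resolution 0.4 a group of 33 neuron-like cells appeared, 13 from day 4 and 20 from day 6.

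Pluripotent-like cells of the 2 days differed as well, though most of them lie in different clusters. On day 6 Krt19 was 5.17-fold higher (4.59 to 5.83), Dppa3 4.75-fold, Klf4 2.44-fold and Nanog 2.06-fold, whereas Otx2 was at a ratio of 0.584 and Pou5f1 at 0.766. The glycolytic list had a median log2 ratio of 0.10 (percentile 92.7) and the dissociation stress list 0.50 (percentile 99.9). A group of 35 day 6 cells in the day 4 pluripotent-like cluster had a median of 18059 UMIs and Pax6 at 169 CPM. Cells under 0.5% mitochondrial counts made up 4.16% of day 4 cells and 3.16% of day 6 cells.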
